# Mono-(2-ethylhexyl) Phthalate Directly Alters the Expression of Leydig Cell Genes and CYP17 Lyase Activity in Cultured Rat Fetal Testis

**DOI:** 10.1371/journal.pone.0027172

**Published:** 2011-11-07

**Authors:** François Chauvigné, Simon Plummer, Laurianne Lesné, Jean-Pierre Cravedi, Nathalie Dejucq-Rainsford, Alexis Fostier, Bernard Jégou

## Abstract

Exposure to phthalates in utero alters fetal rat testis gene expression and testosterone production, but much remains to be done to understand the mechanisms underlying the direct action of phthalate within the fetal testis.

We aimed to investigate the direct mechanisms of action of mono-(2-ethylhexyl) phthalate (MEHP) on the rat fetal testis, focusing on Leydig cell steroidogenesis in particular.

We used an in vitro system based on the culture for three days, with or without MEHP, of rat fetal testes obtained at 14.5 days post-coitum.

Exposure to MEHP led to a dose-dependent decrease in testosterone production. Moreover, the production of 5 alpha-dihydrotestosterone (5α-DHT) (−68%) and androstenedione (−54%) was also inhibited by 10 µM MEHP, whereas 17 alpha-hydroxyprogesterone (17α-OHP) production was found to increase (+41%). Testosterone synthesis was rescued by the addition of androstenedione but not by any of the other precursors used. Thus, the hormone data suggested that steroidogenesis was blocked at the level of the 17,20 lyase activity of the P450c17 enzyme (CYP17), converting 17α-OHP to androstenedione. The subsequent gene expression and protein levels supported this hypothesis. In addition to *Cyp17a1*, microarray analysis showed that several other genes important for testes development were affected by MEHP. These genes included those encoding insulin-like factor 3 (INSL3), which is involved in controlling testicular descent, and *Inha*, which encodes the alpha subunit of inhibin B.

These findings indicate that under in vitro conditions known to support normal differentiation of the fetal rat testis, the exposure to MEHP directly inhibits several important Leydig cell factors involved in testis function and that the *Cyp17a1* gene is a specific target to MEHP explaining the MEHP-induced suppression of steroidogenesis observed.

## Introduction

A number of endocrine disruptors (EDs) are known to be anti-androgenic [1], [2]. Several molecules exert their effect by inhibiting steroid synthesis within a “masculinization programming window” occurring between gestational day 15.5 and 19.5 in the rat [3], [4], of which are some phthalic acid esters widely used as additives in the manufacture of plastics [5]. Di-(2-ethylhexyl) phthalate (DEHP) is the most widely used phthalate [6]. Phthalates are of particular concern because epidemiological evidence suggests that the prenatal or neonatal exposure of boys to phthalates affects their masculinization (decreasing anogenital distance, [7]) and endocrine parameters [8]. Indeed, high di-n-butyl phthalate (DBP) and/or DEHP metabolite concentrations have been associated with low levels of human sex steroid hormones [9], [10].

The endocrine disrupting effects of phthalates have been extensively studied in the rat [2]. In this species, the male offspring of females exposed to phthalates during pregnancy were found to display reproductive abnormalities, such as hypospadias, cryptorchidism and malformations of the epididymis, vas deferens, seminal vesicles and prostate [3], [11]. These abnormalities are consistent with the phthalate-induced fetal inhibition of androgen production demonstrated by the administration of a number of phthalates during pregnancy in rats [2]. Furthermore, in an assay based on rat fetal testes in culture between 14.5 and 17.5 gestational days (GD), mono-(2-ethylhexyl) phthalate (MEHP), an active metabolite of DEHP, was found to inhibit testosterone production in a direct, time- and dose-dependent manner [12].

Phthalates do not bind the androgen receptor directly [13], [14]. Their effects on testosterone biosynthesis in the rat are thought to result from the inhibition of the expression of a number of enzymes involved in cholesterol uptake/transport and steroidogenesis [15], [16], [17], [18]. However, as these studies were performed *in utero*, it was not possible (1) to distinguish between direct effects and indirect effects involving metabolites; (2) to control the concentrations of phthalates actually acting on the fetal testis or (3) to exclude the possibility that phthalate-induced impairment of masculinization resulted from deficiencies in androgen action downstream from the testis, as opposed to changes in androgen production by the fetal testis itself.

The aim of the present studies was therefore first to identify the origin of the MEHP-induced androgen production inhibition, using an organotypic culture system for rat fetal gonads [19], which proved its usefulness for studying the direct endocrine disruptor-induced testicular dysfunction [12], [20]. Second, using this culture system, we aimed to determine whether the direct exposure of the rat testis to MEHP could induce other effects than on steroidogenesis and to identify them.

## Materials and Methods

### Animals and sample collection

Pregnant female Sprague-Dawley rats (from GERHM-Inserm, Rennes and Elevage Janvier, Le Genest Saint Isle, Laval, France) were anesthetized by an intraperitoneal injection of 50 mg/kg sodium pentobarbital (Sigma Chemicals, Saint-Quentin, France) on GD 14.5. The testes were aseptically removed from male fetuses under a binocular microscope and immediately explanted *in vitro*. Investigations were conducted according to the guiding principles for the use and care of laboratory animals and in compliance with French and European regulations on animal welfare ( Directive 86/609/CEE; agreement n°C35-238-19).

### Culture procedure

Testes were cultured on Millipore filters (pore size: 0.45 µm; Millipore, Molsheim, France), as previously described [12], [19], [20]. Briefly, each 14.5 GD fetal testis was placed on a filter floating on 0.5 ml of M199 medium (Invitrogen, Gibco, Eragny, France) supplemented with gentamicin (50 µg/ml; Life Technologies, Cergy-Pontoise France) and fungizone (2.5 µg/ml; Life Technologies, Cergy-Pontoise France) in 24-well tissue culture dishes, which were then incubated for 72 h at 37°C, under an atmosphere containing 5% CO2. Explanted testes were cultured with medium containing 1, 10 or 100 µM MEHP (Interchim SA, Montluçon, France). In a previous study where 10 µM of MEHP were added to the culture system, only 0.3% of them were present in the testicular fetal explants [12]; which corresponds to a concentration of about 2500 µg/L which is relevant to environmental exposures reported in humans. It is noteworthy that due to the fact that the culture procedure and analysis are tedious and very time-consuming, only the dose of 10 µM was selected when 5 alpha-dihydrotestosterone (DHT) was measured and/or when the origin of blockade of androgens production was investigated. The doses of 1 µM and 10 µM of MEHP were chosen for the microarray experiments. The MEHP stock solutions of 0.1, 1 and 10 mM were prepared in DMSO (Prolabo, Fontenay-sous-Bois, France), to give a final concentration of 1/100 (vol/vol) of DMSO in all conditions. Controls were incubated with 1/100 (vol/vol) DMSO. Half the volume of the medium was replaced daily, to keep the MEHP concentration constant. At the end of the culture period, the whole explant and the medium were frozen separately at −80°C, for further analysis.

### Testosterone, 5 alpha-dihydrotestosterone (5α-DHT) and 17 beta-estradiol (17β-E2) assays

After three days of culture, the medium was removed and stored at −80°C for hormone assays. Testosterone and its metabolites, 5 alpha-dihydrotestosterone (5α-DHT) and 17 beta-estradiol (17β-E2), were assayed with direct radioimmunoassay (RIA) kits (Diagnostic System Laboratories Inc., Beckman Coulter, Cergy-Pontoise, France). Each sample was assayed in duplicate, without prior extraction. Less than 0.1% cross-reaction with 5α-DHT or testosterone was observed in the testosterone and 5α-DHT assays, respectively. In the present assays, the coefficients of variation were less than 14% for testosterone, 9% for 5α -DHT and 12% for 17β-E2.

### 17 alpha-hydroxyprogesterone (17α-0HP) and androstenedione assays

17α-OHP and androstenedione levels were determined by competitive RIA [21]. Antibodies against 17-hydroxyprogesterone-3-(CMO)-BSA were obtained from Steranti (St Albans, UK) and antibodies against androstenedione-11alpha-succinyl-BSA were obtained from Dr Terqui (INRA, France). Determinations were carried out directly in 100 µl of culture medium without prior extraction. Each sample was assayed in duplicate. The sensitivity was 53 pg/ml for the 17α-OHP assay and 14 pg/ml for the androstenedione assay. Less than 1% cross-reaction was observed between testosterone and the antibodies against androstenedione and 17α-OHP, and about 3% cross-reaction was observed between progesterone and the antibody against 17α-OHP. In the present assays, the coefficients of variation were 5.7% and 6.3% for 17alpha-OHP and androstenedione, respectively.

### Supplementation of media with various steroids precursors during the culture period

In order to specify the enzymatic steps likely to be affected by MEHP for the synthesis of testosterone, several of its potential precursors, i.e. pregnenolone, 17α-OHP or androstenedione, were added at a concentration of 100 ng/ml (about 3.5×10^−7^ M), in the presence or absence of MEHP (10 µM). Such levels were 10 to 70-fold higher than those ones reported in blood of adult Sprague-Dawley male rat [22] and considered as reasonably close to the physiological endogenous concentrations for *in vitro* treatments of implants. After 72 h of culture, concentration values were determined in the medium for intermediary metabolites, i.e. 17α-OHP and androstenedione, and for testosterone as described above. The concentrations of ethanol used in our treatments (maximum 1%) had no effect on the testosterone production of the controls (n = 10) or testis morphology (data not shown). Finally, the effect of MEHP on 5alpha-reductase was investigated further by adding testosterone to the medium at a physiological concentration of 10^−7^ M in the presence or absence of MEHP (10 µM) and measuring 5α-DHT levels in the medium after 72 h culture.

### RNA labeling for microarray analysis

RNA was labeled with the Agilent Low-Input Linear Amplification Labeling Kit, according to the manufacturer's instructions (Agilent Technologies, Palo Alto, CA). Briefly, 25 ng of mRNA from one whole fetal testes treated with MEHP (1 µM or 10 µM) or from a control testis was used as a template for the synthesis of cDNA with the T7 primer, MMLV-RT and a master mix cDNA synthesis buffer containing 1× first strand buffer, 0.1 M dithiothreitol, 10 mM dNTPs, 1 IU MMLV-RT and 1 IU RNaseOUT. The MMLV-RT enzyme was inactivated to stop the reaction and the cDNA synthesis reaction mixture was divided in two. The cRNAs were labeled with the Agilent low-input fluorescence labeling kit, in a single cycle of linear amplification, according to the Agilent method (G414090050). Labeled cRNA was generated by adding cyanin-3 cytidine triphosphate (CTP) (Cy3) or cyanin-5 CTP (Cy5), T7 RNA polymerase, and transcription master mix. Labeling efficiency was checked with the microarray analysis program on a NanoDrop ND1000 spectrophotometer (Montchanin, USA), to ensure that only probes with sufficient Cy3/Cy5 incorporation were hybridized to the arrays.

### Microarray hybridization

Microarray hybridizations were performed with Agilent hybridization buffers and Agilent Whole Rat Genome 60-mer oligonucleotide arrays, with labeled RNA isolated from whole fetal testis explant cultures from a single MEHP-treated testes from each of three different litters compared with a control reference RNA sample (pooled RNA from 3 DMSO-treated fetal testes from three different litters) according to the Agilent method (G4140-90050). The use of a pool of RNA samples from control animals is the optimal method for detecting changes in gene expression related to MEHP treatment, because this approach minimizes the error due to inter-individual biological variation of gene expression in the control group. Hybridizations were performed in duplicate, to allow dye swapping. Thus, in one duplicate, the test RNA was labeled with Cy3 and the reference RNA was labeled with Cy5, and in the other, the labels were swapped (Cy5-labeled test and Cy-3-labeled reference RNAs). This duplication was required to control for the bias towards higher levels of Cy3 incorporation (as this molecule is smaller than Cy5) when these dyes are included in labeling reactions. Microarray analysis was performed with whole fetal testis RNA and Whole Rat Genome 4×44K 60mer oligonucleotide microarray kit (Agilent reference number: G4131F).

### Microarray data analysis and bioinformatics

Genes displaying significant (p<0.01) changes in expression in response to MEHP exposure were selected by Agilent feature extraction (v7.1) software, using an Agilent error model (Agilent Feature Extraction User Manual G2566-90012). Rosetta Resolver™ software (Rosetta Biosoftware, Kirkland, USA) was used to generate “signature” lists of genes displaying significant (p<0.01) regulation from replicate (n = 6 lots of 3 MEHP-treated testes * Cy3/cy5 and cy5/cy3) microarray hybridizations, by generating an error-weighted mean of fold-change (log ratio) values for the replicates. The “compare biosets” function in Resolver™ was used to compare signature lists from different fetal testis regions. Signature gene lists, including GenBank accession numbers and fold-change values, were also loaded into Ingenuity Pathways Analysis software for pathway analysis. The microarray data for this study is MIAME compliant and the raw data has been deposited in a MIAME compliant database: the NCBI Geo database (www.ncbi.nih.gov/geo/), under accession number GSE22218.

### Real-time quantitative RT-PCR analysis of gene expression

Six to 12 testes from the 10 µM MEHP treatment group or controls were pooled and total RNA was extracted with the RNeasy® Mini kit (Qiagen, Les Ulis, France) and treated with DNAse I. Total RNA concentration and integrity were checked by UV spectrophotometry. First-strand cDNAs were obtained from 2 µg of total RNA, by reverse transcription for 90 min at 42°C, this reaction being terminated by heating at 94°C for 2 min. Real-time quantitative RT-PCR (qPCR) amplification was performed in a final volume of 25 µl containing12.5 µl SYBR® Green qPCR master mix (Applied Biosystems France SA, Courtaboeuf, France), 1 µl of a 1/5 dilution of cDNA, and 0.5 µM gene-specific forward and reverse primers. The sequences were amplified in duplicate for each sample, in96-well plates, with the 7500 Real Time PCR sequence detection system (Applied Biosystems). The amplification protocol was as follows: initial denaturation and activation at 50°C for 2 min and 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. A temperature-determining dissociation step was then carried out at 95°C for 15 s, 60°C for 15 s and 95°C for 15 s. For the normalization of cDNA loading, all samples were run in parallel, with the18S ribosomal protein (18S) gene used as a reference. Levels of 18S gene expression were similar in control and phthalate-exposed testes. A standard curve was generated for each primer pair, from two-fold serial dilutions of a pool of first-strand cDNA templates from all samples. Standard curves showed the cycle threshold (Ct) value to be a function of the logarithm of the number of copies generated, defined arbitrarily as 1 copy for the standard cDNA pool. The genes involved in steroidogenesis which were investigated were: *Cyp11a1*, encoding the enzyme responsible for converting cholesterol to pregnenolone, *Hsd3b1*, encoding 3-beta-hydroxysteroid dehydrogenase isomerase 1 (3βHSD), which generates progesterone from pregnenolone, *Cyp17a1*, encoding the enzyme with 17α-hydroxylase activity responsible for converting progesterone to 17-hydroxyprogesterone and 17-hydroxy-progesterone to androstenedione *via* its 17,20 lyase activity. Furthermore, the gene *Star* encoding a key cholesterol transport protein was also assessed. The forward and reverse primers were as follows:

*Star* forward-CTGCTAGACCAGCCCATGGAC, *Star* reverse-TGATTTCCTTGACATTTGGGTTCC;

*Cyp11a1* forward-GGAGGAGATCGTGGACCCTGA, *Cyp11a1* reverse-TGGAGGCATGTTGAGCATGG;

*Hsd3b1* forward-AGCAAAAAGATGGCCGAGAA, *Hsd3b1* reverse-GGCACAAGTATGCAATGTGCC;

*Cyp17a1* forward-TGGCTTTCCTGGTGCACAATC, *Cyp17a1* reverse-TGAAAGTTGGTGTTCGGCTGAAG;

### Protein extraction and western blotting

For protein extraction, we lysed a pool of eight testes per treatment (MEHP samples vs controls) in RIPA buffer containing a mixture of protease inhibitors (Sigma), 50 mM Tris pH 8, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate and 0.1% SDS. Total protein extract (20 µg) was denatured in Laemmli buffer at 95°C and separated by SDS-PAGE. Proteins were transferred onto PVDF membranes and stained with Ponceau Red. The membranes were then hybridized with 1/100 anti-p450c17 (sc-46081), 1/500 anti-cytochrome b5 (sc-33174) or 1/500 anti-GADPH (sc-25778) (Santa-Cruz Biotechnology, Heidelberg, Germany) antibodies, overnight at 4°C. Horseradish peroxidase-conjugated secondary antibodies (donkey anti-goat, 705-035-147, Jackson ImmunoResearch, Suffolk, UK and donkey anti-rabbit, NA9340V, Amersham, Les Ulis, France) were added and the membrane was incubated for 1 hour at room temperature. Antibody binding was then detected by processing for 2 minutes with the ECL™ Plus Western Blotting Kit (Amersham). Membranes were then immediately placed against Kodak Biomax MR film for 1 to 10 minutes. The films were scanned and the intensity of the bands was determined with Quantity One software (Biorad, Marnes la Coquette, France).

### Statistical analysis

Wilcoxon Mann-Whitney tests were performed on unpaired data. For the dose-response experiments, we carried out a non parametric analysis of variance (ANOVA). We used SAS/STAT software (version 9.1; SAS institute Inc., Cary, NC, USA) for all statistical analyses.

## Results

### MEHP decreases testosterone and 5α-DHT levels

The incubation of fetal testis explants with MEHP resulted in the dose-dependent inhibition of testosterone production (Fig. 1). 5α-DHT is the principal androgen active in the development of a number of tissues/organs of the male genital tract [23]. We therefore determined its concentration in the medium. For the controls, the concentration of 5α-DHT in the medium was significantly higher than that of testosterone itself (Fig. 1), demonstrating that the steroid-5α-reductase enzyme responsible for converting testosterone to 5α-DHT was active in the explanted testes over the culture period. MEHP exposure (10 µM) resulted in markedly lower concentrations of 5α-DHT, indicating that the phthalate-induced decrease in testosterone levels was unlikely to be due to an increase in its 5α reduction rate (Fig. 1). 17β-E2 concentrations in the culture medium were also determined, to investigate the possibility of an MEHP-induced change in the conversion of testosterone to 17β-E2 by aromatase (P450arom). However, 17β-E2 levels remained below the detection limit of the radioimmunoassay (RIA), suggesting that aromatase may be produced in only small amounts or inactive within the fetal testis at GD 14.5–17.5 (data not shown).

**Figure 1:**
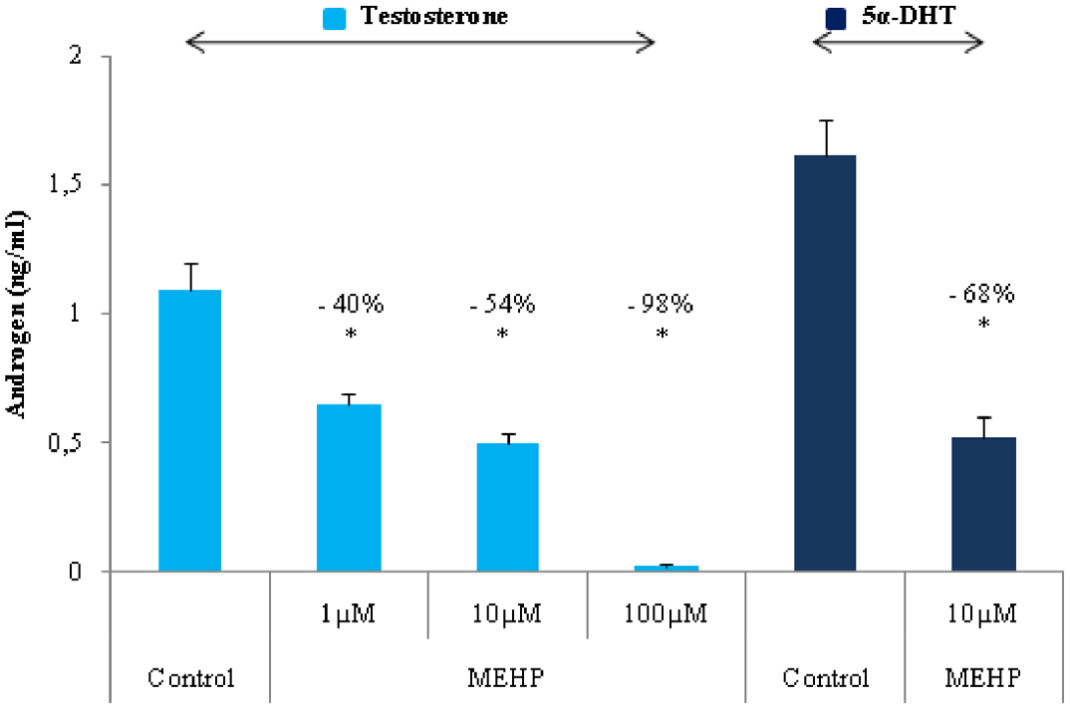
MEHP inhibits the production of testosterone and 5α-DHT by the fetal testis. Effects of MEHP on the production of testosterone and 5α-DHT by fetal rat testes cultured for 72 h beginning on GD14.5. Testosterone and 5α-DHT were determined with specific RIAs. Control testes were cultured in medium containing DMSO, whereas the treated testes were cultured in medium containing 1, 10 or 100 µM MEHP diluted in DMSO. The testes of different fetuses from different dams were selected at random. Values are means +/− SEM of 10 testes from the fetuses of 2 litters in 3 independent experiments. The number indicates the percentage decrease relative to the corresponding control. * p<0.05 in Wilcoxon Mann-Whitney tests comparing treated and control testes in the 5alpha-DHT assay * p<0.05 in non parametric *ANOVA for the MEHP dose-response testosterone assay*.

### MEHP blocks the conversion of 17 alpha-hydroxyprogesterone (17α-OHP) to androstenedione

Androstenedione and 17α-OHP concentrations were determined, for investigation of the Δ4 steroidogenic pathway [2]. MEHP exerted its inhibitory effects on testosterone production. *In vitro* MEHP treatment (10 µM) decreased the concentration of androstenedione, the immediate upstream Δ4 steroid precursor of testosterone, to a similar extent to that of testosterone (−53.7% in MEHP-treated testes versus control testes; p<0.01) (Fig. 2). By contrast, 17α-OHP, the substrate of 17,20-lyase for androstenedione synthesis, accumulated in the medium after MEHP exposure (+40.9%; p<0.05) (Fig. 2).

**Figure 2:**
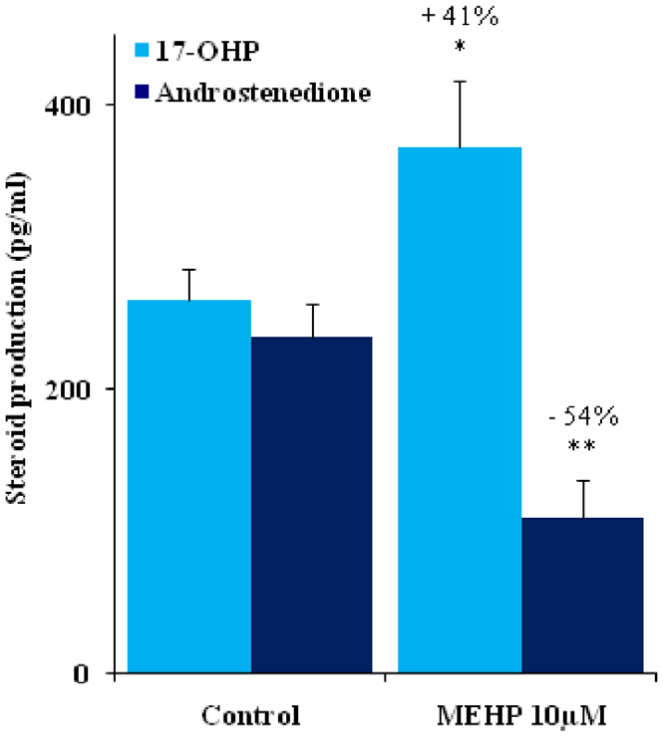
17-hydroxyprogesterone (17-OHP) production is increased whereas androstenedione production is decreased by exposure of the fetal testes to MEHP. Effects of 10 µM MEHP on 17-OHP and androstenedione secretion by fetal rat testes cultured for 72 h, beginning at GD14.5. We determined 17-OHP and androstenedione concentrations with specific RIAs. Values are means +/−SEM of 8 (17-OHP) and 7 (androstenedione) testes from fetuses of 2 different litters in 2 independent experiments. The numbers indicate the percentage decrease or increase relative to the corresponding control. * p<0.05 and ** p<0.01 in *Wilcoxon Mann-Whitney tests comparing treated and control testes*.

For confirmation that MEHP blocked mainly the conversion of 17alpha-OHP to androstenedione, we analyzed 17α-OHP, androstenedione, testosterone and 5α-DHT concentrations after three days of culture in medium supplemented with pregnenolone, 17α-OHP, androstenedione or testosterone.

Consistent with the observed blockade of the conversion of 17α-OHP to androstenedione, pregnenolone supplementation led to a significant increase in 17α-OHP concentration in both control and MEHP-treated testes (Fig. 3). Thus, neither 3 beta-hydroxysteroid deshydrogenase (3β-HSD) nor CYP17 17α-hydroxylase activity was inhibited by MEHP. Our data also confirmed that the conversion of 17α-OHP to androstenedione by the 17,20 lyase activity of CYP17 was indeed inhibited by MEHP, as neither pregnenolone nor 17α-OHP rescued androstenedione levels in MEHP-treated testes. By contrast, the supplementation of controls with these agents caused an increase in androstenedione levels (Fig. 3). The specificity of CYP17 lyase activity inhibition by MEHP was further demonstrated by the demonstration that supplementation with pregnenolone and 17α-OHP did not increase testosterone synthesis in testes exposed to MEHP. However, androstenedione supplementation rescued testosterone production to levels similar to those in control testes (Fig. 3), indicating that 17 beta- hydroxysteroid deshydrogenase (17β-HSD) activity was unaffected by MEHP treatment.

**Figure 3:**
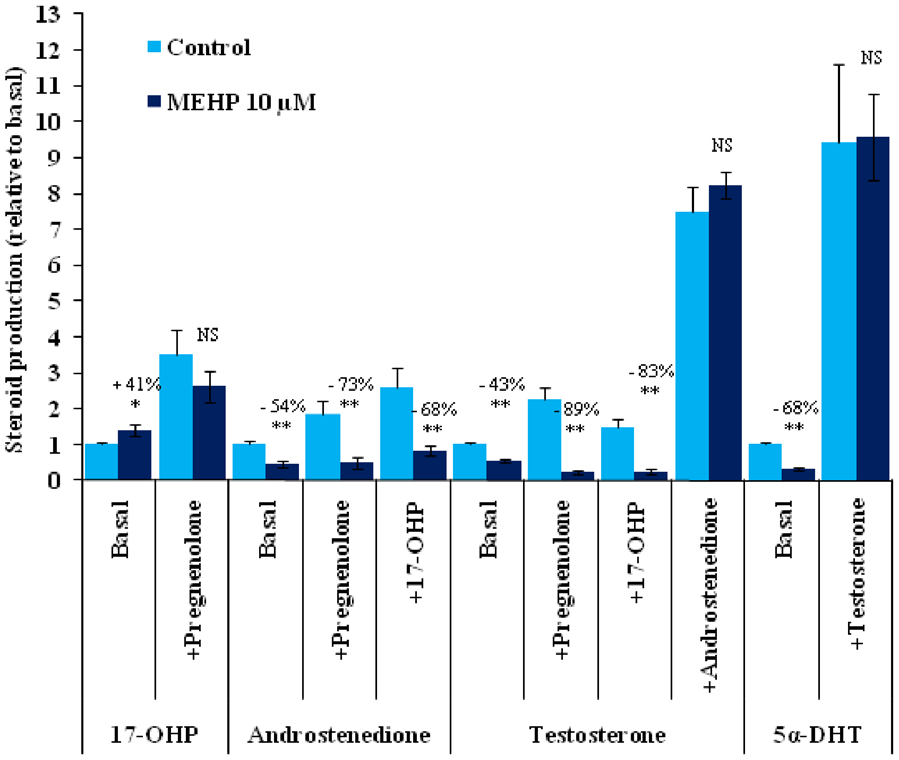
Supplementation of the medium with testosterone and testosterone precursors reveals that only the 17,20 lyase activity of CYP17 is affected by MEHP treatment. Effect of 3.5×10^−7^ M pregnenolone (+Pregnenolone), 17-OHP (+17-OHP) androstenedione (+Androstenedione) or 10^−7^ M testosterone (+Testosterone) in the presence or absence of 10 µM MEHP on 17-OHP, androstenedione, testosterone and 5α-DHT secretion *in vitro*. Data are presented relative to the corresponding control (Basal). Values are means +/−SEM of 7 testes from fetuses taken from 2 litters in 3 independent experiments. * p<0.05 and ** p<0.01 in *Wilcoxon Mann-Whitney tests comparing treated and control testes; NS: not significant*.

Finally, the addition of testosterone to the medium resulted in an increase in 5α-DHT concentration similar to that observed for androstenedione-induced testosterone production, indicating that the steroid-5α-reductase enzyme was highly active in cultured fetal rat testis and that MEHP did not directly inhibit the production or activity of this enzyme (Fig. 3).

### Direct effects of MEHP on fetal testis gene expression

We then tried to identify the genes most likely to be directly affected by MEHP. 

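RNA from 1 cultured testis exposed to 1 µM MEHP and from 3 testes exposed to 10 µM MEHP was analysed on Agilent Whole Rat Genome oligonucleotide arrays. The explants had been taken on gestational day 14.5 and cultured for 72 h. Each testis was hybridized on 2 arrays against a reference of RNA pooled from 3 DMSO-treated testes, which gave 8 arrays in all. The paper's methods describe MEHP-treated testes from different litters without separating the doses, and the sample labels give a single testis at 1 µM. The labels place MEHP on Cy3 on all 8 arrays, whereas the methods state that the dyes were exchanged within each pair without saying on which array. Over 4086 spots well above background in at least 1 of the 2 channels on each of the 8 arrays, the red over green log ratios of the 2 hybridizations of a testis correlated negatively, with Pearson r between −0.818 and −0.483 across probes, which are not independent replicates. Over the tested probes of each testis, r lay between −0.532 and −0.226 at 10 µM and was 0.162 at 1 µM, so at 1 µM the ratios of the 2 arrays correlated negatively after turning. Each array was turned so that its ratios correlated positively with the fold changes that the authors deposited for its dose. This rule, fixed before the data were examined, put MEHP on Cy3 in the first hybridization of each pair and on Cy5 in the repeat. The direction of every ratio is therefore taken from the authors' lists, and the means, the spread between testes and the counts depend on this turning. The authors extracted the images with Agilent Feature Extraction, which subtracted the background, normalized the dyes within each array and gave the log10 ratio of red over green. These ratios were converted to log2 of MEHP over vehicle, spots marked as outliers were left out, and the spots of a probe and then the 2 hybridizations of a testis were averaged. Probes were tested if they were well above background in at least 1 channel on at least 3 of the 6 arrays at 10 µM. The 3 testes at 10 µM were compared with 0 by limma's moderated test, two-sided, with Benjamini-Hochberg adjustment. The moderated standard error was nearly the same for all genes named here, whatever their SD. It was 0.5564 for Aldh1a1, with an SD of 0.03, and 0.5685 for Hmmr, with an SD of 1.75. The p-values of these genes therefore follow the size of the mean and say little about each gene's own spread. The pool counts as 1 control sample, so this test leaves out the spread between control testes. The lone testis at 1 µM was not tested, and a change was counted there when it reached 1.5-fold in the same direction in both hybridizations. On 6 of the arrays, between 7.8% and 29.8% of the 43379 probe spots were well above background in the MEHP channel. On the 2 arrays of testis 2 at 10 µM this share was 0.249% and 1.54%, so nearly all ratios of testis 2 rest on MEHP signals at the background. In the vehicle channel the share lay between 9.23% and 31.9% on all arrays. The number of arrays limits the precision of every value.

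**Figure D1:**
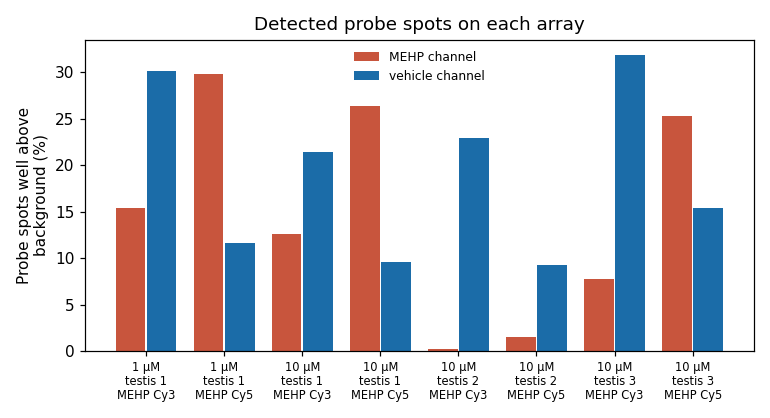
Percent of probe spots well above background on each of the 8 arrays, in the MEHP channel and in the vehicle channel, with the dye that carried MEHP. The MEHP bars of testis 2 at 10 µM, at 0.249% and 1.54%, lie below those of every other array.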

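At 10 µM, 222 of 9913 tested probes passed an adjusted p of 0.05 in the limma fit of the 3 testes, 37 higher and 185 lower than in the control pool. At an unadjusted p of 0.01, the threshold of the methods, 761 probes passed, 69 higher and 692 lower. The error-weighted mean over arrays, which takes its error from within the arrays and not from the spread between testes, moved the first count most, to 5793. Left out in turn, testis 2 brought this count to 1741, of which 746 were higher and 995 lower, while testis 1 and testis 3 each brought it to 0, with 1375 and 493 probes at an unadjusted p of 0.05. With the control pool given a spread like that of the treated testes, the count was also 0 in limma, with 565 probes at an unadjusted p of 0.05. The median log2 ratio over the tested probes was 0.09 in testis 1, −1.14 in testis 2 and −0.20 in testis 3. With each array centred on its median, 106 probes passed, 55 higher and 51 lower, of which 75 were among the 222. Across 9785 probes the ratios of testes 1 and 3 correlated with Pearson r = 0.704, those of testes 1 and 2 with r = 0.200 and those of testes 2 and 3 with r = 0.253. At 1 µM, 924 of 13174 probes changed at least 1.5-fold in the same direction in both hybridizations, 534 higher and 390 lower, and 2541 changed as much in opposite directions. The mean ratios at 10 µM and the ratios at 1 µM correlated with r = 0.454 across the same probes. Simulated testes that did not respond, read against a single pool, gave a mean r of 0.354 over 100 simulations, since both doses share the chance values of the pool. The pool was simulated with the spread of a mean of 3 testes. That assumption fixes the simulated r, so it is no measure of the real pool. All 24 genes of Table 1 were tested at 10 µM, and 22 of them have a fold change at that dose in the table. The sign of the ratio was that of Table 1 for 21 of the 22 genes in testis 1, for 17 in testis 2 and for 22 in testis 3, and for 16 in all 3 testes. The adjusted threshold was passed by 2 of the 24 genes, Cyp17a1 and Fabp3, and by 9 without testis 2. Adjusted over the list alone, 11 genes passed, which is not independent evidence because the study chose the list on these samples.

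**Figure D2:**
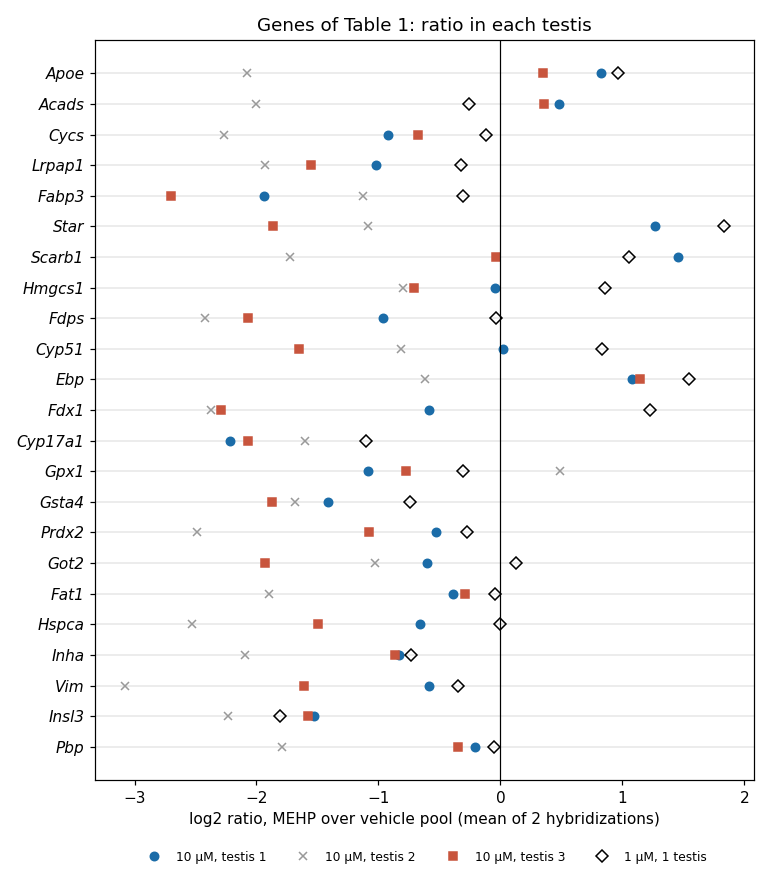
Log2 ratio of MEHP over the vehicle pool for genes of Table 1, as the mean of both hybridizations, in each of the 3 testes at 10 µM and in the testis at 1 µM. The symbols of testis 2 lie apart from those of testes 1 and 3 for many genes.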

Microarray analysis of MEHP-exposed and non exposed fetal gonads revealed differential expression of genes involved in lipid and cholesterol metabolism and transport, steroidogenesis, redox homeostasis and testis descent and development (Table 1).

**Table 1:** Genes involved in testicular development and functions affected in fetal testis explants exposed to MEHP.

		Fold-change in expression	
Accession number	Gene	MEHP 1 µM	MEHP 10 µM
**LIPID METABOLISM AND TRANSPORT**			
NM_138828	*Apoe*	**1.96** **	**1.50** **
NM_022512	*Acads*	NS	**1.33** **
NM_017340	*Acox1*	NS	**1.27** *
NM_012839	*Cycs*	NS	*−2.05* **
NM_001169113.1	*Lrpap1*	NS	*−2.71* **
NM_024162	*Fabp3*	NS	*−4.87* **
**CHOLESTEROL METABOLISM AND TRANSPORT**			
NM_031558	*Star*	**3.46** **	NS
NM_031541	*Scarb1*	**2.07** **	NS
NM_017268	*Hmgcs1*	**1.82** **	*−1.48* **
NM_031840	*Fdps*	NS	*−2.86* **
NM_012941	*Cyp51*	NS	*−2.89* **
**STEROIDOGENESIS**			
NM-057137	*Ebp*	**2.92** **	**2.16** **
NM_017126	*Fdx1*	NS	*−2.73* **
NM_012753	*Cyp17a1*	*−2.24* **	*−4.20* **
**REDOX HOMEOSTASIS**			
NM_030826	*Gpx1*	*−1.24* *	*−2.35* **
NM_001106840.1	*Gsta4*	*−1.67* *	*−3.10* **
**TESTIS DESCENT AND DEVELOPMENT**			
NM_017169	*Prdx2*	NS	*−1.75* **
NM_013177	*Got2*	NS	*−3.30* **
NM_031819	*Fat1*	NS	*−1.27* **
NM_175761	*Hspca*	NS	*−2.30* *
NM_012590	*Inha*	*−1.66* **	*−1.80* **
NM_031140	*Vim*	*−1.26* **	*−2.14* *
NM_053680	*Insl3*	*−3.55* **	*−2.95* **
NM_017236	*Pbp*	*−1.58* **	*−4.00* **

Fold-change values expressed relative to time-matched untreated controls, with reciprocal transformation from expression ratios. NS: no significant change in gene expressions. Values in italics indicate a down-regulation and values in bold indicate an upregulation.

*p value<0.01 and

**p<0.001.

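Apoe and acyl-coenzyme A dehydrogenase (Acads) were detected in the vehicle channel of all 6 arrays at 10 µM, but in the MEHP channel of testes 1 and 3 alone. The log2 ratio of Apoe was 0.83 in testis 1, −2.08 in testis 2 and 0.35 in testis 3, with a mean of −0.30 ± 1.56 (SD, n = 3; limma, adjusted p = 0.838). Its mean was 0.59 without testis 2 and 0.15 with each array centred on its median, so the direction depends on both choices. Acads had ratios of 0.48 in testis 1 and 0.36 in testis 3 and fell by 2.00 in testis 2, with a mean of −0.39 ± 1.40 (SD, n = 3; limma, adjusted p = 0.775). This mean also turned positive without testis 2, at 0.42, and with centred arrays, at 0.06. Cytochrome c (Cycs), Lrpap1 and the fatty acid-binding protein gene Fabp3 were lower in each of the 3 testes. The ratio of Cycs was −1.29 ± 0.86 (SD, n = 3; limma, adjusted p = 0.192), and the other 2 probes of the gene gave −1.64 and −1.53, of which the first passed without testis 2 with an adjusted p of 0.0152. Lrpap1 fell by 1.50 on the log2 scale (SD 0.46, n = 3; limma, adjusted p = 0.117). Fabp3 was the only gene of this group past the adjusted threshold, at −1.92 ± 0.79 (SD, n = 3; limma, adjusted p = 0.0416), with 5 of 6 hybridizations below 0 and its MEHP signal well above background on 2 of the 6 arrays. The adjusted p of Fabp3 was 0.084 with centred arrays and 0.00574 without testis 2. It was 0.283 without testis 1 and 0.851 without testis 3, fits in which no probe of any gene passed. The mean of Fabp3 was −1.91 and −1.53 in them.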

MEHP (10 µM) treatment also modified the expression patterns of genes encoding factors important for lipid homeostasis - apolipoprotein E (APOE), acyl-coenzyme A dehydrogenase (ACADS) and acyl-coenzyme A oxidase 1 (ACOX1) were upregulated- whereas genes encoding for cytochrome c (CYCS), low-density lipoprotein receptor-related protein-associated protein 1 (LRPAP1) and fatty acid-binding protein 3 (FABP3) were downregulated.

At the lowest concentration tested (1 µM), MEHP upregulated expression of the genes encoding scavenger receptor class B member 1 (SR-B1) and steroidogenic acute regulatory protein (STAR), responsible for the entry of cholesterol into Leydig cells and its transfer to mitochondria, where it is metabolized, respectively. However, 10 µM MEHP had no significant effect on these genes. 

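At 1 µM, the log2 ratio of Scarb1, which encodes SR-B1, was 1.02 in the first hybridization and 1.08 in the repeat, with signals well above background in both channels on both arrays. Star had ratios of 1.56 and 2.10. Its MEHP signal was well above background on both arrays and its vehicle signal on 1. There was 1 testis at this dose, so the spread between testes is not known and no test was made. Both genes exceeded the 1.5-fold limit in each hybridization. Without background correction, the mean ratio of Star was 0.74 and that of Scarb1 0.52, and with normexp background correction they were 0.38 and 0.25.

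**Figure D3:**
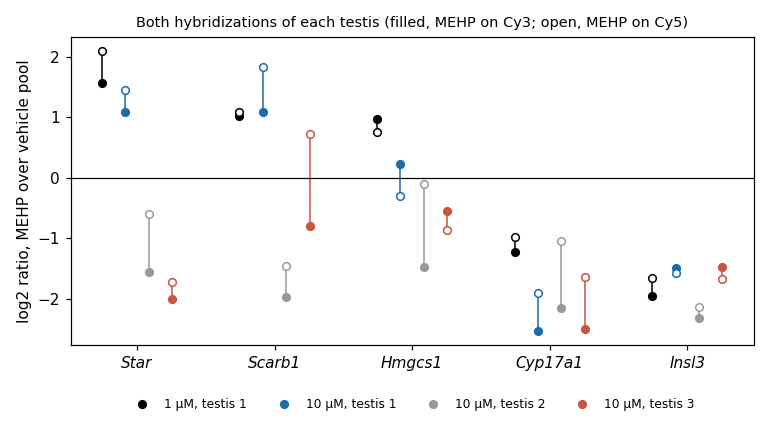
Log2 ratio of MEHP over the vehicle pool in each hybridization for Star, Scarb1, Hmgcs1, Cyp17a1 and Insl3 in the testis at 1 µM and the 3 testes at 10 µM, with a line joining the 2 hybridizations of a testis, filled symbols for MEHP on Cy3 and open symbols for MEHP on Cy5. At 1 µM both hybridizations of Star, at 1.56 and 2.10, lie above 0.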

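At 10 µM, the ratio of Star differed in sign between testes, at 1.27 in testis 1, −1.08 in testis 2 and −1.86 in testis 3. Its mean was −0.56 ± 1.63 (SD, n = 3; limma, adjusted p = 0.645). The MEHP signal of Star was well above background on both arrays of testis 1 and on no other array at 10 µM. For Scarb1 the ratios were 1.46, −1.72 and −0.04 in testes 1, 2 and 3, with a mean of −0.10 ± 1.59 (SD, n = 3; limma, adjusted p = 0.957). The mean of Scarb1 was 0.71 without testis 2 and 0.35 with each array centred on its median. That of Star stayed below 0 without testis 2, at −0.30, and rose to 0.09 without testis 3. The difference between the doses, 3 testes against 1, was −2.39 for Star and −1.15 for Scarb1, and neither passed the adjusted threshold (limma, adjusted p = 0.9995 for both, the lone testis being assumed to vary like the others). A second probe of Scarb1 was below background in both channels on all arrays at 10 µM.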

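The log2 ratio of Hmgcs1 at 1 µM was 0.97 in the first hybridization and 0.75 in the repeat. At 10 µM it was −0.04 in testis 1, −0.80 in testis 2 and −0.70 in testis 3, with a mean of −0.51 ± 0.41 (SD, n = 3; limma, adjusted p = 0.673) and 5 of 6 hybridizations below 0. Every testis at 10 µM thus lay below the testis at 1 µM. The difference of −1.38 between the doses did not pass the adjusted threshold in limma, with an unadjusted p of 0.222 from the fit of 3 testes against 1. The median of all tested probes at 10 µM was −0.416, and with each array centred on its median the mean of Hmgcs1 was −0.06.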

MEHP upregulated the gene encoding for 3hydroxy-3-methylglutaryl-coenzyme A synthase 1 (HMGCS1) when added to the medium at a concentration of 1 µM, but inhibited it at a concentration of 10 µM MEHP. The genes, encoding farnesyl diphosphate synthase (FDPS) and cytochrome P450 family 51 (CYP51), which are involved in cholesterol biosynthesis, were both downregulated by 10 µM MEHP.

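Fdps had log2 ratios of −0.96, −2.42 and −2.07 in testes 1, 2 and 3 at 10 µM, all 6 hybridizations being below 0. Its mean of −1.82 ± 0.76 (SD, n = 3) had an adjusted p of 0.0549 in limma, and 0.021 without testis 2. A second Fdps probe passed the threshold, with a mean of −2.08 ± 0.61 (SD, n = 3, limma, adjusted p = 0.0308). For Cyp51 the ratios were 0.02, −0.81 and −1.65 in the same testes. Its mean of −0.82 ± 0.84 (SD, n = 3; limma, adjusted p = 0.456) did not pass, 4 of 6 hybridizations were below 0, and its mean over the repeat hybridizations alone was 0.17. The MEHP signal of Cyp51 was well above background on 1 of the 6 arrays and its vehicle signal on 2.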

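Cyp17a1 was lower in the 3 testes at 10 µM, with log2 ratios of −2.22, −1.60 and −2.07 and all 6 hybridizations below 0. Its mean was −1.96 ± 0.32 (SD, n = 3; limma, adjusted p = 0.0394), a fold change of −3.90. Its MEHP signal was well above background on 2 of the 6 arrays and its vehicle signal on 5, so the size of the fall is limited by the background. The adjusted p was 0.0639 with each array centred on its median and 0.843 with the control pool given a spread like that of the treated testes. It was 0.0063 without testis 2, 0.289 without testis 1 and 0.851 without testis 3. No probe of any gene passed without testis 1 or without testis 3, so these 2 fits decide nothing about Cyp17a1 in particular. Its mean was −1.84 without testis 1 and −1.91 without testis 3. At 1 µM the ratio was −1.23 in the first hybridization and −0.98 in the repeat, each channel being well above background on 1 of the 2 arrays. The difference between the doses was −0.86, with an unadjusted p of 0.444 in limma's fit of 3 testes against 1. The Cyp11a1 probe was not tested at 10 µM, as its MEHP signal was below background on all 6 arrays and its vehicle signal above it on 1. The ratio of Cyp11a1 at 1 µM was 0.80 and 0.76 in the 2 hybridizations. The brightest probe whose accession is named Hsd3b1 in the current gene table had a mean of −1.31 ± 0.97 (SD, n = 3; limma, adjusted p = 0.185) at 10 µM, with 5 of 6 hybridizations below 0. A second probe, named Hsd3b1 on the array and Hsd3b2 in the gene table, gave −1.18 ± 0.67 (SD, n = 3, limma, adjusted p = 0.238) with its MEHP signal below background on all 6 arrays, and passed without testis 2 with an adjusted p of 0.0164. These genes are paralogs, and which of them each probe detects was not established.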

Within the group of genes encoding steroidogenic enzymes, only the expression of *Cyp17a1*, encoding the 17hydroxylase/17,20-lyase enzyme responsible for converting progesterone to androstenedione, was significantly inhibited (Table 1), in a concentration-dependent manner. That expression of *Cyp17a1* may be inhibited by MEHP was confirmed by real-time quantitative RT-PCR. 

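The emopamil-binding protein gene Ebp had log2 ratios of 1.08 in testis 1, −0.62 in testis 2 and 1.15 in testis 3 at 10 µM. The mean of 0.54 ± 1.00 (SD, n = 3) had an adjusted p of 0.659 in limma. Without testis 2 it was 1.11, with an adjusted p of 0.0417. The testis at 1 µM had a ratio of Ebp of 1.54 in the first hybridization and 1.55 in the repeat. Ferredoxin 1 (Fdx1) was lower in the 3 testes at 10 µM, at −0.59, −2.38 and −2.29, with a mean of −1.75 ± 1.01 (SD, n = 3; limma, adjusted p = 0.0643). Without testis 2 the mean of Fdx1 was −1.44, with an adjusted p of 0.0366. In the testis at 1 µM, Fdx1 was higher, at 1.16 and 1.29 in the 2 hybridizations. The difference of −2.98 between the doses had an unadjusted p of 0.00845 in limma's fit of 3 testes against 1 and did not pass the adjusted threshold.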

Other genes encoding proteins involved in steroidogenesis regulation, such as emopamil-binding protein (sterol isomerase) (EBP) and ferredoxin 1 (FDX1), were significantly up- and down-regulated, respectively (Table 1).

Two genes encoding proteins involved in redox homeostasis, which are important for the regulation of steroidogenic enzyme activities - glutathione peroxidase 1 (GPX1) and glutathione S-transferase alpha 4 (GSTA4) - were found to be downregulated in a dose-dependent manner by MEHP.

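At 10 µM the brightest Gpx1 probe had log2 ratios of −1.08, 0.49 and −0.78 in testes 1, 2 and 3 and a mean of −0.46 ± 0.83 (SD, n = 3; limma, adjusted p = 0.721). With each array centred on its median, the mean of this probe was 0.00. Another Gpx1 probe was lower in each of the 3 testes, with a mean of −1.42 ± 0.27 (SD, n = 3, limma, adjusted p = 0.14), and passed without testis 2 with an adjusted p of 0.0271. Gsta4 had a mean of −1.65 ± 0.23 (SD, n = 3; limma, adjusted p = 0.0802), with 6 of 6 hybridizations below 0, and its adjusted p was 0.013 without testis 2. In the testis at 1 µM the brightest Gpx1 probe gave −0.28 and −0.34 in the 2 hybridizations, and Gsta4 fell by 0.47 in the first and fell by 1.00 in the repeat. The difference between the doses was −0.15 for this Gpx1 probe and −0.92 for Gsta4, with unadjusted p of 0.895 and 0.416 in limma's fit of 3 testes against 1.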

Genes involved in testis development for which expression was modulated by MEHP exposure included those encoding peroxiredoxin 2 (PRDX2), glutamic-oxaloacetic transaminase 2 (GOT2), FAT tumor suppressor homolog 1 (FAT1), heat shock protein 90 alpha class A member (HSPCA), inhibin alpha (INHA), vimentin (VIM), insulin-like factor 3 peptide (INSL3) and phosphatidylethanolamine-binding protein 1 (PBP). All these genes were downregulated by MEHP exposure in a dose-dependent manner. 

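The 8 genes of the testis descent and development group of Table 1 were all below 0 in each of the 3 testes at 10 µM, and their means stayed below 0 with each array centred on its median. None of the 8 passed the adjusted threshold in limma, and 2 did without testis 2, Got2 and Insl3. The mean log2 ratio was −1.37 ± 1.01 for Prdx2, −1.19 ± 0.68 for Got2, −0.86 ± 0.90 for Fat1, −1.56 ± 0.94 for Hspca and −1.76 ± 1.25 for Vim (SD, n = 3 for each). Their adjusted p values from limma ran from 0.0643 for Vim to 0.428 for Fat1. In testis 2 the MEHP signals of these 5 genes were below the background limit, and its ratio was the lowest of the 3 testes for Prdx2, Fat1, Hspca and Vim. Without testis 2 the means were −0.81 for Prdx2, −1.27 for Got2, −0.34 for Fat1, −1.07 for Hspca and −1.10 for Vim, Got2 having an adjusted p of 0.0443. The other 3 Hspca probes had means of −0.79, −0.74 and −0.68 at 10 µM, with testes going both ways for 2 of these probes, and the second passed without testis 2 with an adjusted p of 0.0293. At 1 µM, 5 of the 8 genes were below 0 in both hybridizations, and 1 of them, Insl3, fell at least 1.5-fold in both. The ratio was lower at 10 µM than at 1 µM for 7 of the 8 genes. The smallest unadjusted p of a difference between the doses in this group was 0.168 in limma's fit of 3 testes against 1.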

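Insl3 had log2 ratios of −1.53 in testis 1, −2.24 in testis 2 and −1.58 in testis 3 at 10 µM, with 6 of 6 hybridizations below 0. The mean of −1.78 ± 0.39 (SD, n = 3) had an adjusted p of 0.059 in limma, and 0.0145 without testis 2. In the testis at 1 µM the ratio was −1.96 in the first hybridization and −1.65 in the repeat. The mean at 10 µM minus that at 1 µM was 0.03, less than the SD between the testes.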

Of particular importance, MEHP affected the expression of the *Insl3* gene, which is known to be expressed by Leydig cells and is involved in gubernacular ligament development and testicular descent [24], [25]. 

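The log2 ratio of Inha at 10 µM was −0.83 in testis 1, −2.09 in testis 2 and −0.86 in testis 3, with a mean of −1.26 ± 0.72 (SD, n = 3; limma, adjusted p = 0.2). Without testis 2, where its MEHP signal was at the background, the mean was −0.85, with an adjusted p of 0.099. At 1 µM, Inha gave −0.91 and −0.56 in the 2 hybridizations. The difference of −0.53 between the doses was smaller than the SD between the testes.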

Of note also is that the *Inha* gene, encoding the alpha subunit of Inhibin B and which is known to be expressed in both Leydig and Sertoli cells during fetal life [26] was also found to be down-regulated by MEHP.

For validation of the microarray analysis, RT-PCR was carried out on a number of genes involved in steroid production and cholesterol transport. Consistent with the results of microarray analysis, the *Cyp17a1* gene was the only gene encoding a steroidogenic enzyme displaying lower levels of expression (−32%; p<0.05) in MEHP-exposed testes than in unexposed organs. Furthermore, the RT-PCR measurements also confirmed that *Star* expression in MEHP-treated testes tended to be higher than in controls (Fig. 4).

**Figure 4:**
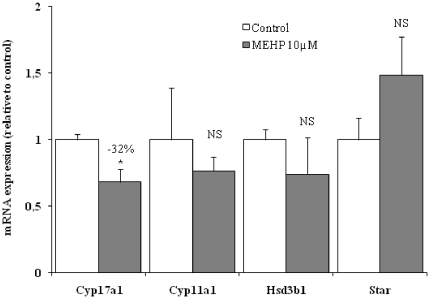
Expression of a number of genes involved in cholesterol transport and steroidogenesis, as determined by real-time quantitative PCR. *18 S* transcript levels were used as a reference, and relative transcript levels were calculated as a fold-change relative to control. The names of the genes investigated are cytochrome P450, family 17, subfamily A, polypepetide 1 (*Cyp17a1*), cytochrome P450, family 11, subfamily A, polypepetide 1 (*Cyp11a1*), 3 beta- and steroid delta-isomerase 1 (*Hsd3b1*), Steroidogenic acute regulatory protein (*Star*). Data are presented as means ± SEM for various cDNAs synthesized from the mRNA of 6 to 12 testes from the fetuses of 2 litters in 3 or 4 independent experiments. The number indicates the percentage decrease relative to the control. ^*^ p<0.05 in *Wilcoxon Mann-Whitney tests comparing treated and control to testes; NS: not significant*.

### MEHP decreases CYP17 protein levels

Consistent with the corresponding levels of mRNA, testis CYP17 protein concentration was also significantly decreased (−23%; P<0.05) by MEHP treatment, whereas no significant change was observed for the cytochrome b5 protein (Fig. 5A&B).

**Figure 5:**
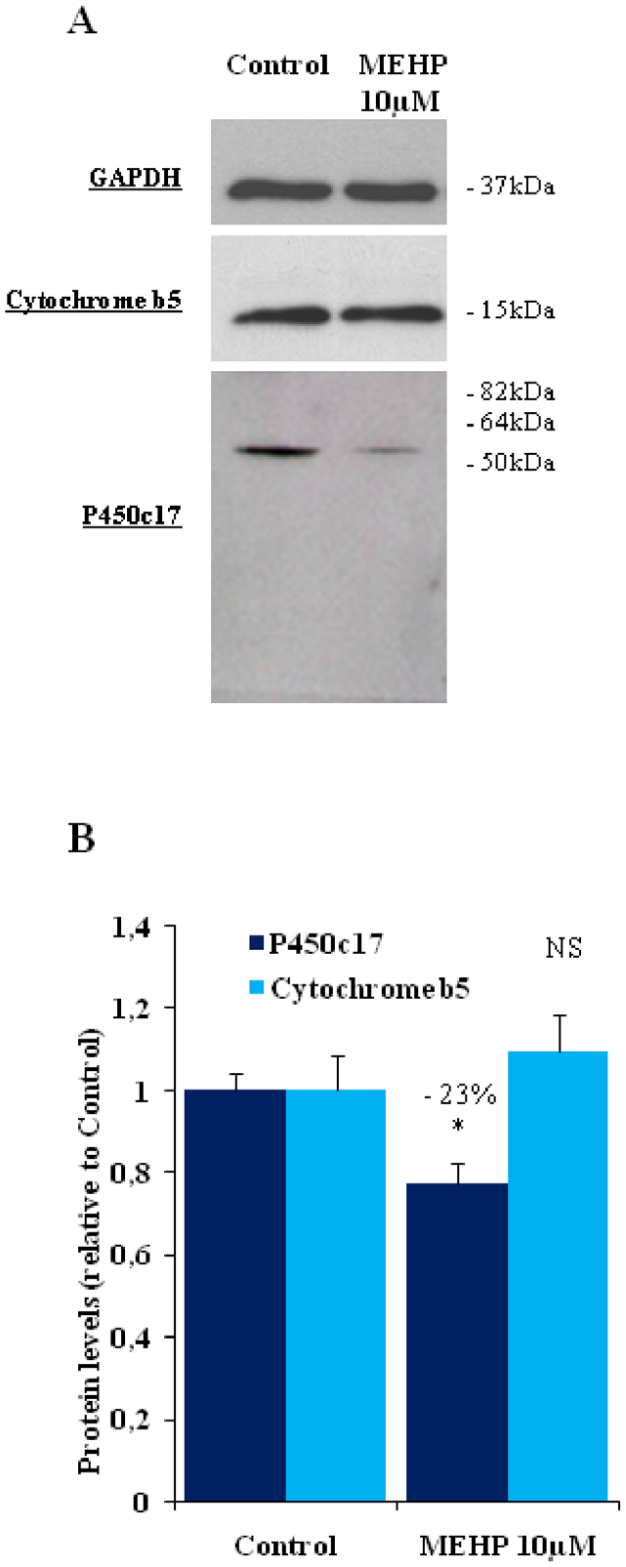
Western blot analysis of P450c17 and Cytochrome b5 protein levels after MEHP exposure. A) Representative Western blot of protein extracts (20 µg) from a pool of 8 control testes or testes exposed to 10 µM MEHP. Blots were incubated with anti-p450c17, anti-Cytochrome b5 and anti-GAPDH antibodies, to control for equal loading. The apparent molecular masses (kDa) are indicated on the left. B) Quantification of band intensity on three blots, carried out with Quantity One software (Biorad). Data are expressed in arbitrary units relative to the corresponding control. The number indicates the percentage decrease relative to control. * *p<0.05 in Wilcoxon Mann-Whitney tests comparing treated and control testes.* *NS: not significant*.

## Discussion

Changes in the production or action of testosterone are known to cause a number of disorders, such as hypospadias, cryptorchidism and abnormally low levels of sperm production [1], [2], [4], [27]. Endocrine disruptors (EDs) have received considerable attention over the last 15 years as they have been experimentally shown to participate in these disorders, which are increasing in incidence in humans [28], [29], [30].

The EDs known to generate these disorders include a number of antagonists of testosterone action and inhibitors of testosterone synthesis [1], including the industrial chemicals phthalate esters [31].

Antiandrogenic effects of DBP and DEHP have been demonstrated in the rat for doses exceeding 100 to 250 mg/kg/day administered *in utero* [2], [32], [33]. Although essential to the understanding of the toxicity of phthalates, these experiments have one limitation is that they do not allow to conclude whether these effects on the fetal testis were indirect (i.e. via effects on the mother), direct, or both. In this context, the use of *in vitro* approaches is essential.

We recently demonstrated, in an *in vitro* fetal gonad assay that MEHP, the bioactive metabolite of DEHP (but not DEHP itself) inhibited rat Leydig cell testosterone production [12]. This inhibition of testosterone production (i) occurred in the absence of any change in Leydig cell number, (ii) was time- and dose-dependent, (iii) occurred while the fetal testes do not have the ability to metabolize DEHP or MEHP and (iv) at concentrations relevant to human exposure [12]. Furthermore this inhibition appeared to be independent of the other negative effects observed in the germ cells [12]. The results presented here confirm that MEHP inhibits testosterone production in our rat fetal gonad assay and also reveal that 5alpha-DHT production is strongly decreased as a consequence of testosterone synthesis inhibition.

The complementary approaches used in this study to explore the origin of the MEHP-induced inhibition of androgen production by the fetal testis indicated that CYP17/*Cyp17a1* was a target of MEHP. *In vivo/in utero*, phthalates have been shown to have broadly inhibitory effects on the expression of genes encoding steroidogenic enzymes. Thus, in addition to *Cyp17a1*, the genes encoding cytochrome P450scc and 3beta-HSD have also been shown to be inhibited by phthalates [16], [17], [34], [35], [36]. The doses of phthalates used in these experiments may also induce changes through systemic effects on the pregnant mother or the fetus itself. Our results clearly indicate that CYP17 is the direct target of MEHP in fetal rat testes.

We demonstrate that MEHP specifically blocks the 17,20 lyase activity of CYP17. The two activities of CYP17 (i.e. lyase and hydroxylase) are regulated by the ratio of hormones to their substrates [37] and by redox partners.

Our microarray analyses revealed that the genes encoding oxidative stress proteins such as glutathione peroxidase 1 (GPX1) and glutathione S-transferase alpha type 4 (GSTA4) were downregulated by MEHP, possibly as a consequence of testosterone inhibition [38]. GPX1 and GSTA are essential for activation of the 17α-hydroxylase and 17,20 lyase activities of the enzyme through electrostatic interactions with their cofactors, principally cytochrome b5 and P450 oxidoreductase (POR) [39]. In contrast to the reported effects of phthalate exposure *in utero* [40], the genes encoding POR and cytochrome b5 were not found here to be downregulated in fetal testis explants. These findings were confirmed, for *Cyb5a*, by RT-PCR (data not shown) and western blotting. Thus, the phthalate-induced inhibition of CYP17 does not result from direct inhibition of the interaction of cytochrome b5 with CYP17. 

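On the arrays at 10 µM, Por had log2 ratios of −0.04, −0.81 and −1.27 in testes 1, 2 and 3, with a mean of −0.70 ± 0.62 (SD, n = 3; limma, adjusted p = 0.532). Its MEHP signal was well above background on 2 of the 6 arrays and its vehicle signal on 3. Cyb5a, named Cyb5 on the array, had ratios of −0.62, −1.49 and −1.17 and a mean of −1.09 ± 0.44 (SD, n = 3; limma, adjusted p = 0.288). All 6 hybridizations of both genes were below 0. Without testis 2 the mean was −0.65 for Por and −0.89 for Cyb5a, and neither passed the adjusted threshold. In the testis at 1 µM, Por gave 1.18 and 0.45 and Cyb5a −0.09 and −0.33 in the 2 hybridizations. Among the genes of steroidogenic enzymes the paper reports only Cyp17a1 as inhibited, and it concludes from its complementary approaches that CYP17 was a target of MEHP.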

In this study, MEHP decreased expression of the gene encoding ferredoxin 1 (FDX1), a protein that regulates the first enzymatic reaction of the steroidogenic pathway, catalyzed by cytochrome P450scc [41]. *Fdx1* was also found to be downregulated by phthalates *in utero*, potentially accounting, at least in part, for their anti-androgenic action [17], [40]. However, we show here that the addition of pregnenolone *in vitro* does not rescue testosterone levels, suggesting that the effects of MEHP on *Fdx1* gene expression are unlikely to be a key element in its effects on androgen production *in vitro*.

In contrast to published findings for *in utero* experiments [15]–[18], [40], our *in vitro* assay showed the upregulation of three genes encoding proteins involved in cholesterol synthesis and transport the steroidogenic acute regulatory protein (StAR), the hydroxy-3-methylglutaryl-coenzyme A (HMGCS1), and scavenger receptor class B isoform 1, (SR-B1) by the lowest concentration (1 µM) of MEHP used, in fetal testes explants. However, the induction of *Star* and *Scarb1* gene expression observed with 1 µM MEHP were not observed with 10 µM MEHP. In 40-day-old rat immature Leydig cells, *Star* expression was shown to be inhibited *in vitro* by a high dose of MEHP (250 µM) [42]. Accordingly, a recent study has shown that not only *Cyp17a1* but also *Star* expression were inhibited in MEHP-pretreated mouse Leydig tumor cells MA-10 stimulated by LH [43]. We also observed an increase in the abundance of mRNA for genes involved in lipid and cholesterol synthesis, which may regulate testosterone production in rat Leydig cells: apolipoprotein E (*Apoe* [44], [45]), *Acads* [46] and the sterol 8-isomerase (*Ebp* [47]). As SR-B1, StAR, HMGCS1, APOE and EBP are all involved at various levels of the steroidogenic cascade, it is possible that the MEHP-induced stimulation of the expression of their genes observed here at the lowest dose of MEHP (1 µM) corresponds to a negative feedback compensation mechanism counterbalancing the MEHP-induced inhibition of *Cyp17a1* gene expression. The antiandrogen flutamide has been shown to have similar effects on these genes in rats treated *in vivo* [48]. The observed differences between our previous *in utero* experiments and this *in vitro* analysis, particularly in terms of the expression of the *Star* and *Scarb1* genes, may be accounted for by the absence of maternal effects of MEHP in this *in vitro* system and/or differences in the doses used [12].

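The brightest probe of Pbp, named Pebp1 on the array, had log2 ratios of −0.21, −1.79 and −0.35 in testes 1, 2 and 3 at 10 µM. Its mean was −0.78 ± 0.88 (SD, n = 3; limma, adjusted p = 0.478), and −0.28 without testis 2. Another probe with the same accession gave −1.77, −0.69 and −2.55, with a mean of −1.67 ± 0.93 (SD, n = 3; limma, adjusted p = 0.0791), and passed without testis 2 with an adjusted p of 0.0067. At 1 µM the brightest probe gave −0.16 and 0.05 in the 2 hybridizations and the other probe −0.58 and −0.75. For the brightest probe, the difference of −0.73 between the doses had an unadjusted p of 0.518 in limma's fit of 3 testes against 1.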

Expression of the gene encoding phosphatidylethanolamine-binding protein 1 (PBP) was inhibited, in a dose-dependent manner, by MEHP. This may be an indirect consequence of the MEHP-induced decrease in testosterone production, as *Pbp* levels have also been shown to be decreased by castration in the rat [49] and by exposure to other antiandrogenic agents, such as prochloraz or flutamide, in castrated rats [50]. The microarray analysis revealed that expression of a gene encoding the insulin-like factor 3 peptide (INSL3) and essential for testis positioning was directly inhibited by MEHP, confirming previous observations following the administration of DBP and/or DEHP to rats and mice *in vivo* [15], [17], [51] or the exposure of mouse and rat fetal Leydig cells [52]. Moreover, the gene *Inha* was inhibited by MEHP, supporting the hypothesis that this gene is a target of phthalates, consistent with data from *in utero* studies [17], [40]. The *Inha* gene is expressed in both Leydig cells and Sertoli cells, but the phthalate-induced downregulation of this gene occurs only in interstitial (Leydig) cells [17]. It was proposed that phthalate inhibits Inhibin secretion by Leydig cells, thereby modifying Sertoli cell development [40].

Because an organotypic culture system was used in this study, it cannot be excluded that the effects observed may not be direct on Leydig cells but mediated by another/others cell types(s) of the testis. However, the fact that (*i*) the deleterious effects of MEHP chronogically preceded that on germ cells and on Sertoli cells [12], and that (*ii*) MEHP-induced suppression of testosterone production was observed when isolated Leydig cells and the mouse MA-10 cells were used [43], [53] clearly show that MEHP can directly target the Leydig cells. Of not also that published data show that most genes with expression patterns altered by exposure to DBP exposure *in utero* are expressed in the interstitial (Leydig cell) compartment, with considerably fewer of the genes expressed in the chords (Sertoli and germ cells) being altered [17]. Other experiments evidenced the rat Leydig cell as being a target to DEHP after *in utero* or post-natal exposures [14], [27], [33]. Here we demonstrate that MEHP, a widespread endocrine disruptor, blocks androgen production by specifically targeting the 17,20 lyase activity of CYP17.

In conclusion, our data confirm that several important functions of the fetal Leydig cells can be altered by MEHP and provide evidence that its effects result from its direct effects on the fetal testis and that the direct effects of MEHP on the production of both androgens and INSL3 by Leydig cells must probably contribute to the dysgenic effects of this phthalate on the reproductive organs of the male rat and their development.

How the deposited data were processed for this re-analysis (not part of the article)

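Gene expression was measured on 8 Agilent Whole Rat Genome arrays in cultured fetal rat testes. At 1 µM MEHP there was 1 testis and at 10 µM there were 3, each hybridized on 2 arrays against RNA pooled from 3 vehicle-treated testes. The hormone, RT-PCR and western blot experiments have no deposited values and were not analysed.

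The authors extracted each image with Agilent Feature Extraction. For every spot they deposited the log10 ratio of the red over the green signal after background subtraction and dye normalization within the array, with its error on the same scale. They also deposited a p-value of that ratio from the Agilent error model. The deposited intensity values are the mean foreground and local background signals of each dye. The deposited flags mark outlier spots and spots well above background. The authors also deposited 1 list per dose with a signed fold score, in which a ratio below 1 is given as minus its reciprocal, and a p-value. The methods describe these lists as error-weighted means over the replicate hybridizations.

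The deposited log10 ratios were multiplied to log2, which is the unit of all ratios given here. Control spots and spots marked as outliers in either dye were left out, and the spots of each probe were averaged. Each array was turned to the direction of the authors' list of its dose, because the labels and the methods differ on the dyes. The correlation with that list before turning lay between −0.836 and −0.269 for the first hybridizations and between 0.379 and 0.92 for the repeats. The 2 hybridizations of a testis were averaged and counted as 1 replicate. A probe was tested if it was well above background in at least 1 channel on at least 3 of the 6 arrays at 10 µM, or on at least 1 of the 2 arrays at 1 µM. Of 41012 probes, 9913 were tested at 10 µM and 13174 at 1 µM.

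The 3 testes at 10 µM were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probes. The data were read with data.table 1.17.8, and the figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The difference between the doses was tested in a limma fit of all 4 testes, in which the lone testis at 1 µM is assumed to vary like those at 10 µM. The named genes, by a rule fixed before the data were examined, were the 24 genes of Table 1, Cyp11a1, Hsd3b1, Por and Cyb5a, and the 5 probes with the largest rise and the 5 with the largest fall among those past the adjusted threshold with a gene symbol and 1 direction in all 6 hybridizations. For a gene with several probes the brightest was used. Gene symbols were those of the array, and 10735 of the 41012 probes were matched by accession to a gene table of assembly GRCr8, which was used for names only.

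Lists of cholesterol synthesis genes, PPAR alpha targets and markers of Leydig, Sertoli, germ and peritubular cells, also fixed beforehand, were tested at 10 µM with camera at a preset correlation of 0.01. At 1 µM the median of a list was placed among those of 10000 random lists of the same size and brightness. Testes that did not respond were simulated 100 times with the spread of the 3 testes, against a single simulated pool with the spread of a mean of 3 testes.

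The fit was tested on simulated data with 200 changed probes of 9876. With the spread of all 3 testes, 0 of the 200 passed the adjusted threshold and 110 an unadjusted p of 0.01. At that unadjusted p, 83 unchanged probes passed as well. With the spread of testes 1 and 3 only, 57 probes passed, of which 56 were changed ones.

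The alternatives were normexp background correction with loess normalization, loess without background correction, centring of each array on its median, no filter on dim probes, a filter on both channels of every array, outlier spots kept, either hybridization alone, each testis left out, a control pool with its own spread, eBayes with a trend, fits of all 6 arrays with the testis as a random block, a slide block, other probes of a gene, other set tests, a 2-fold limit at 1 µM and an error-weighted mean over arrays. Arrays carry no counts, so no counting interval applies, and the number of arrays limits the precision. On testis 2 at 10 µM, 79 of 10001 probes were well above background in the MEHP channel of both hybridizations.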

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

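The tests of explanations given here were chosen after the results had been seen, except the simulation of a shared control pool, which was set before the data were examined.

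The paper does not report on the spike-in controls, RNAs of known amount that are added to each sample before labelling. Their median signal in the MEHP channel of testis 2 at 10 µM was 0.283% of that of the other arrays with the same dye in the first hybridization and 8.53% in the repeat. At most 1.54% of probe spots were well above background in that channel, against at least 7.8% in every other MEHP channel. The local background of the channel was 1.06 and 1.01 times that of the other arrays, which argues against a lower scanner gain. Too little labelled cRNA from testis 2 is a candidate explanation, and it would act on both dyes, as was seen. Its spike-in controls fell too, so a loss during or after labelling may account for it. No biological explanation was tested.

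Of the 5 named probes with the largest rises at 10 µM, none belongs to a gene that the paper discusses. Rpl37 had a mean log2 ratio of 2.94 (adjusted p = 0.00114, limma), Bcmo1 of 2.68, 2 probes of Mss4 of 2.34 and 2.22, and Hmmr of 1.93, with 6 of 6 hybridizations above 0 for each. They are the largest rises among the probes with a gene symbol past the adjusted threshold and 1 direction in all 6 hybridizations. The 51 probes well above background in both channels on all arrays at 10 µM had a median log2 ratio of 2.86 in testis 2, against 0.24 in testis 1 and 0.88 in testis 3. The MEHP signal in testis 2 was part of the choice of these probes, which favours high ratios there. So a lift of the few probes left above background in that weak channel and a response to MEHP cannot be told apart. Without testis 2 the means were 2.62, 2.14, 1.42, 1.21 and 0.97, and Hmmr no longer passed, with an adjusted p of 0.0909.

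The 5 largest falls past the adjusted threshold, chosen by the same rule, were also outside the genes that the paper discusses. Tsx had a mean log2 ratio of −2.87 (adjusted p = 0.00134, limma), Itm2a of −2.60, Rbbp7 of −2.59, Gnb2l1 of −2.59 and Aldh1a1 of −2.56, with 6 of 6 hybridizations below 0 for each. Without testis 2 the means were −3.19, −2.42, −2.65, −2.20 and −2.58, and all 5 passed, with adjusted p from 0.00137 to 0.0109. The MEHP signal of Tsx was well above background on 1 of the 6 arrays, and those of Rbbp7 and Aldh1a1 on 2. It was so on 3 arrays for Itm2a and on 4 for Gnb2l1. The sizes of these falls are therefore limited by the background. Without testis 1 or without testis 3 none of the 10 probes of both groups passed, nor did any other tested probe. Of the probes at an unadjusted p of 0.01, 90.9% were lower. The share was 57.4% without testis 2, but the falls themselves rose there from 692 to 1059 and the rises from 69 to 787. It was 57.1% with the repeat hybridizations only, which keep testis 2, 95.7% with the first only, and 52.6% with each array centred, which evens out rises and falls whatever their cause. An excess of falls brought by the arrays of testis 2 and one from other sources cannot be told apart by these shares. Of the 4 sign patterns of the 3 testes, 1 gave 222 or more calls, the real one. So few patterns cannot exclude chance, and turning all arrays to a single list favours the real pattern. Testes that did not respond, simulated against a single pool, gave a median of 350 probes at an unadjusted p of 0.01 and at most 395, against 750 seen on the same probes, and 0 past the adjusted threshold against 217. The simulation assumes for the pool the spread of a mean of 3 treated testes, so a chance deviation of the pool and a response to MEHP cannot be told apart for single genes.

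For 4 of the named genes tested at 10 µM, both hybridizations at 1 µM lay above 0 and each testis at 10 µM below it, by as little as 0.04 for Hmgcs1 and Por in testis 1. The mean at 10 µM minus the value at 1 µM was −1.38 for Hmgcs1, −2.98 for Fdx1, −1.86 for Hsd3b1 and −1.52 for Por. The test of this difference, 3 testes against 1, gave an adjusted p of 0.9995 for each of them, and 5 of 9785 probes had an unadjusted p of 0.01 or less where chance gives 97.9. All 37 named probes tested share that adjusted p, so this fit decides nothing, and chance between 1 testis and 3 and an effect of the dose cannot be told apart with a lone testis at 1 µM. With each array centred on its median, the means at 10 µM stayed below 0, at −0.06 for Hmgcs1 and −0.25 for Por. A difference between testes of different fetuses stays open as well and was not tested.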

How the results depend on the processing

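All of these alternatives were set before the data were examined. No paired analysis was possible because all testes were read against pooled control RNA.

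The 222 probes past the adjusted threshold at 10 µM became 0 with normexp and loess, with loess alone, with no filter, with both channels required on every array (51 tested), with the first hybridizations only, with a control pool given its own spread and with 6 arrays blocked by testis. Their unadjusted p of 0.05 was reached by 1643, 1587, 2430, 12, 2914, 565 and 1690 probes. The count was 106 with centred arrays, 46 with a dye term, 3 with a slide block, 740 with a trended eBayes and 5793 with the error-weighted mean. Leaving out 1 testis gave 0 to 1741 (746 higher and 995 lower). It stayed within 1.5 times with outliers kept and with the repeats only, where 111 were higher and 117 lower, against 37 and 185. The trend called falls only, and the error-weighted mean uses the error within arrays, not the spread between testes. The 761 probes at an unadjusted p of 0.01 became 272 with normexp, 172 with loess alone, 2 with both channels required, 97 with a pool given its spread, 269 with a slide block and 5213 with the error-weighted mean. Leaving out 1 testis gave 65 to 1846, the highest without testis 2. The weak MEHP channel of testis 2 limits each of these counts that includes its arrays.

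The 924 probes changed at 1 µM became 68 with normexp, all higher, 103 with loess alone, 307 with both channels required, 226 at 2-fold, 1705 with the error-weighted mean, and 5288 and 6275 with the first or the repeat hybridization alone, where 1 array has to pass instead of both. Of these, 1198 were higher and 4090 lower in the first, and 5002 higher and 1273 lower in the repeat. With loess and an offset or no background correction all ratios are smaller, which lowers these counts by construction. The correlation of 0.454 between the doses became 0.609 with loess alone, 0.256 with no filter and 0.607 with the repeats only, and moved by under 0.1 otherwise.

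At 10 µM the Leydig cell list (median −1.26, adjusted p 0.00529) no longer passed with normexp (−0.22), loess alone (−0.27) and the first hybridizations (−1.19). By fry and with an estimated correlation, its median being still −1.26, the adjusted p was 0.336 and 0.86. Leaving out 1 testis gave −1.48 to −1.06, failing without testis 3. With no filter the PPAR alpha targets (−0.30), Sertoli (−0.47) and germ cell lists (−0.17) passed, with many more genes tested. The peritubular list turned to −0.23 with the first hybridizations and ran from −0.15 to 0.65 with 1 testis left out. The cause was not tested. With both channels required, too few list genes remained at 10 µM for a value. The germ cell list, with 2 genes tested, has a value at 10 µM only with no filter and in the other set tests.

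At 1 µM the cholesterol synthesis list (0.80) moved to 0.14 with normexp, 0.24 with loess alone, 0.43 with no filter and 0.67 with the first hybridization. The Leydig cell list (0.55) moved to 0.057 with normexp, 0.15 with loess alone, 0 with no filter, 0.17 with both channels required, 0.80 with the first and 0.17 with the repeat hybridization. The peritubular list (0.24) moved to 0.049 with normexp, 0.19 centred, 0.10 with loess alone, 0.82 with both channels required, 0.16 with the first and 0.10 with the repeat hybridization. The cause was not tested.

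Among single genes at 10 µM, Apoe (−0.30) reversed to 0.32 with normexp, 0.15 centred, 0.31 with loess alone and 0.25 error-weighted, Acads (−0.39) to 0.15, 0.065, 0.18 and 0.24, and Scarb1 (−0.10) to 0.055, 0.35, 0.079 and 0.57. Scarb1 was also 0.36 with the repeats only. Star (−0.56) reversed to 0.0095 with loess alone and 0.37 error-weighted, and Cyp51 (−0.82) to 0.17 with the repeats only. With 1 testis left out, Apoe ran from −0.87 to 0.59, Acads from −0.82 to 0.42, Scarb1 from −0.88 to 0.71 and Star from −1.47 to 0.091. The first 3 turned positive without testis 2, whose MEHP signals are at the background, and Star without testis 3. Cyp17a1 stayed below 0 in all of these alternatives and passed the threshold with outliers kept, without testis 2, with a trended eBayes and in the error-weighted mean, and in none of the others.

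The overlap of called probes with the authors' list at 10 µM was 484 of 761, and 141 of 222 at the adjusted threshold. Over that overlap and the named genes at both doses, 743 values kept their side of the threshold or stayed within the spread, 128 no longer passed, 36 newly passed, 50 moved by more than the spread and 20 reversed.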

Differences from the paper's values

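Table 1 gives signed fold changes, a value below 0 being minus the reciprocal of the ratio. Rises are compared here on that scale, and falls as fold decreases, its sign turned. A value counts as different where the signs differ or where the log2 values differ by more than the SD. It also counts where the MEHP signals of testis 2 were at the background and the values differ by more than 1.5-fold. For Cyp51, Gpx1 and Vim only the last of these held, and their differences lay within the SD.

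For Apoe at 10 µM the paper's value is 1.50, and the value over the 3 testes was −1.23. For Acads at 10 µM the paper's value is 1.33, against −1.31. Of the alternatives set before the data were examined, no difference remains by this rule for both genes with normexp and loess, with each array centred, with loess alone, without testis 2 and with the error-weighted mean, and a difference remains with the others. The values without testis 2 were 1.50 for Apoe and 1.34 for Acads.

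The paper's fold decrease for Cyp51 at 10 µM is 2.89, against 1.76. Without testis 2 the value stays at 1.76 and only the part of the rule on the signals of testis 2 no longer applies. No difference remains with the first hybridizations only, without testis 1, without testis 2, with a slide block and with the error-weighted mean, and a difference remains with the others. For Vim at 10 µM the paper's fold decrease is 2.14, against 3.38. No difference remains with normexp and loess, with each array centred, without testis 2, and with the error-weighted mean, and a difference remains with the others.

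For Gpx1 at 10 µM the paper's fold decrease is 2.35 and that of the brightest probe was 1.37. No difference remains with the error-weighted mean and with the other Gpx1 probe, at 2.67, and a difference remains with the others. The paper's fold decrease for Pbp at 10 µM is 4.00, against 1.72 for the brightest probe. No difference remains with the other probe, at 3.18, with the first hybridizations only, without testis 1 and without testis 3, and a difference remains with the others. For Pbp at 1 µM the paper's fold decrease is 1.58, against 1.04, and the difference remains with every alternative. The other Pbp probe, not among the alternatives at 1 µM, had a signed fold change of −1.58. The deposited list at 10 µM also holds Gpx1 at −1.90 and Pbp at −1.21, and the brightest probes without testis 2 had signed fold changes of −1.90 and −1.21.

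The paper gives 22 genes of Table 1 as changed at 10 µM, of which 2 passed the adjusted threshold here. Without testis 2 Lrpap1, Fdps, Ebp, Fdx1, Gsta4, Got2 and Insl3 passed in addition. A trended eBayes added Lrpap1, Fdps, Fdx1, Gsta4, Hspca, Vim and Insl3. With the repeat hybridizations alone Gsta4 passed, and Cyp17a1 and Fabp3 did not, with an adjusted p of 0.135 and 0.231. A second probe of Fdps passed over the 3 testes. Other probes of Cycs, Gpx1, Hspca and Pbp passed without testis 2. The error-weighted mean over arrays gave each of the 22 genes an unadjusted p under 0.01 except Apoe, at 0.0419, and gave 9.78e-08 for Star and 0.00284 for Scarb1, which the paper reports as without significant change at that dose.

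From its arrays the paper states that Star and Scarb1 rose at 1 µM, without a significant effect at 10 µM. By RT-PCR, run at 10 µM, it reports a tendency of Star towards higher levels with MEHP. In testes 1, 2 and 3 at 10 µM the log2 ratios were 1.27, −1.08 and −1.86 for Star, with a mean of −0.56, and 1.46, −1.72 and −0.04 for Scarb1, with a mean of −0.10, so both were higher in testis 1 alone. The MEHP signal of Star was not well above background in testes 2 and 3.

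Table 1 gives no significant change of Fdx1 at 1 µM. The log2 ratio of Fdx1 in that testis was 1.23, and the authors' deposited list gives a fold change of 2.34 with a p-value of 2.89e-16. Hspca is also given as unchanged at 1 µM, and the deposited list holds it at −1.37. Its brightest probe had a log2 ratio of 0.00 at that dose, and another Hspca probe had a signed fold change of −1.37. Of the fold changes in Table 1, the deposited lists hold 22 of 22 at 10 µM and 10 of 12 at 1 µM within 0.01. For Vim at 1 µM the paper's list gives −1.28.

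The paper states that Cyp17a1 was the only gene of a steroidogenic enzyme to be inhibited. It bases this on the arrays and on RT-PCR, which also measured Cyp11a1 and Hsd3b1. Both Hsd3b probes had means below 0 at 10 µM, at −1.31 and −1.18 on the log2 scale, and neither passed the adjusted threshold. The second passed without testis 2, at −1.53. The deposited list at 10 µM holds the accession of the second probe at −3.62 and again at 3.57. The paper states that Por and Cyb5a were not lowered, and for Cyb5a it also cites RT-PCR and western blotting. On the arrays at 10 µM the log2 ratios of Por and Cyb5a were −0.70 and −1.09, with 6 of 6 hybridizations below 0. Those of Por in testis 1 were only −0.005 and −0.07. With each array centred on its median the means were −0.25 for Por and −0.64 for Cyb5a. Neither gene passed the threshold, and the deposited list holds Cyb5a at −1.88. In the error-weighted mean the unadjusted p was 2.82e-05 and 1.81e-08 for the Hsd3b probes, 3.67e-11 for Cyb5a and 0.019 for Por.

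The paper describes the genes of the testis descent and development group as falling with the dose. The ratio was lower at 10 µM than at 1 µM for 7 of the 8 genes. Insl3 was the exception, at −1.81 at 1 µM and −1.78 at 10 µM.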

Other observations

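The tests given here were chosen after the results had been seen, except the lists of genes with their set test and the simulation of a shared control pool.

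The authors' deposited list at 10 µM could be compared with the mean of any set of testes. Over 2009 accessions that occur once in the list and once on the arrays, 0.597% of the listed log2 fold changes lay within 0.01 of the mean of testes 1, 2 and 3. The share was 36.6% for the mean of testes 1 and 3, 0.498% for testes 1 and 2, and 0.448% for testes 2 and 3. Among the 402 brightest of them, 85.1% of the listed values lay within 0.01 of the mean of testes 1 and 3, against 0.498% for all 3 testes. A candidate explanation is that testis 2 took little or no part in the authors' list, although the methods describe 3 treated testes. At 1 µM, 70.9% of 680 listed values lay within 0.01 of the mean of both hybridizations, and 100% of the 136 brightest. Why the dimmer probes differ was not tested.

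The mean over the 3 testes correlated with the listed values at 10 µM with r = 0.91 across 2016 probes, the mean without testis 2 with r = 0.964 and testis 2 alone with r = 0.339. The error-weighted mean over all 6 arrays had r = 0.98, and 3.23% of the brightest listed values lay within 0.01 of it. As the direction of each array was set by this list, these correlations are not independent of it. In the error-weighted mean over the 6 arrays, the median share of the weight was 42.3% for testis 1, 10.1% for testis 2 and 46.5% for testis 3.

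Star rose in testis 1 and fell in testis 3 at 10 µM, a difference of −3.13 on the log2 scale. All 20 spots of its probe lay above 0 in testis 1 and all 20 below 0 in testis 3. The MEHP signal of Star was well above background on both arrays of testis 1 and on neither of testis 3, and the vehicle signal on 1 of the arrays of testis 3. The size of the difference is therefore limited by the background, and noise of single spots near it cannot be told apart from a fall. The match of 85.1% of the brightest listed values to the mean of testes 1 and 3 argues against arrays of testis 3 turned otherwise than by the authors. An error in the authors' own record of the dyes stays open and was not tested. Insl3, another Leydig cell gene, differed by −0.047 between these testes, Inha by −0.03 and Cyp17a1 by 0.15, while the median of the Leydig cell markers went from −0.62 to −1.83 and Fdx1 from −0.59 to −2.29. Fewer Leydig cells in testis 3 than in testis 1 and lower expression of some of their genes cannot be told apart, because the markers differ in how far they moved. Testis 3 shares its slide with the testis at 1 µM, where Star had a log2 ratio of 1.83, but that testis also had another dose, so a difference between slides stays open. A difference between fetuses stays open and was not tested.

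The cholesterol synthesis list had a median log2 ratio of 0.80 at 1 µM over 16 of its genes, above every one of the 10000 random lists, though 4 of its genes are in Table 1. Without those 4 the median was 0.60. It was 0.669 in the first hybridization and 0.839 in the repeat, which argues against a bias of 1 dye, and 9 of the 16 genes were above 0 in both. At 10 µM the list did not differ from the other genes, with a median of −0.52 (camera, adjusted p = 0.675) against −0.41 for all genes. It was 0.25 in testis 1, −0.83 in testis 2 and −0.78 in testis 3. Low levels of these genes in the control pool would raise the list at both doses. The value of 0.25 in testis 1 is above 0 but below that at 1 µM, so such low levels cannot be told apart from a response of the lone testis at 1 µM.

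The list of PPAR alpha targets, with 19 of 30 genes tested, had a median of −0.57 at 10 µM (camera, adjusted p = 0.454) and 0.04 at 1 µM, at percentile 55.9 of the random lists.

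The Leydig cell markers had a median of −1.26 at 10 µM over 9 of 14 genes, of which 6 are in Table 1 (camera, adjusted p = 0.00529). This call did not hold under fry, with an adjusted p of 0.336, or with an estimated correlation, at 0.86. At 1 µM their median was 0.55, at percentile 99.8, with 0.80 in the first hybridization and 0.17 in the repeat. The Sertoli cell markers had a median of −1.08 at 10 µM (adjusted p = 0.13) and −0.15 at 1 µM, at percentile 12.7. The germ cell markers, with 2 genes tested, had −0.69 (adjusted p = 0.67) and −0.07, at percentile 35.5. The peritubular and interstitial markers had a median of 0.19 but a mean of −0.11 at 10 µM (adjusted p = 0.454), and a median of 0.24 at 1 µM, at percentile 92.3. All of these are genes that the testis itself expresses.

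Cyp17a1 fell in testis 1, where the Leydig cell markers went both ways, with a log2 ratio of 1.27 for Star, 1.46 for Scarb1 and −1.53 for Insl3 and a median of −0.62. In testis 3 their median was −1.83. The paper cites earlier work with its fetal gonad assay, in which testosterone fell without a change in the number of Leydig cells. By these arrays alone, fewer Leydig cells and lower expression in each cell cannot be told apart in either testis, with few markers in 1 explant each.

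The correlation of 0.454 between the doses was above the highest value of 0.391 in 100 simulations of testes that did not respond. The simulated pool was given the spread of the treated testes, which is an assumption, so the shared pool alone cannot be excluded as the cause.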
